A study of Mus musculus with 24 samples. Its data were reported in "Deciphering genetic and nongenetic factors underlying tumour dormancy: insights from multiomics analysis of two syngeneic MRD models of melanoma and leukemia" (2024).

How the data were processed

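Total RNA of 7 mouse cell lines was measured on 24 single-colour Agilent whole-mouse arrays labelled with cyanine 3, with 1 sample per array. The 5 melanoma lines carry B16F1 and GFP in their names and are called M (3 arrays), D (4), DB#1 (4), DB#2 (3) and DB#3 (3) here. B16F1 is a mouse melanoma line, and GFP is green fluorescent protein. The 2 myeloid lines are named only M0 (4 arrays) and J365 (3 arrays) in the labels, and they are compared under those names. The arrays lay on 3 slides of 8, and each slide held every line.

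The authors deposited a scanner table for each array, made with Agilent's Feature Extraction software, in which each spot has an intensity on a linear scale. The intensity used, gProcessedSignal, had been corrected for background by the authors' software, with a surrogate in place of low signals, and had not been scaled between arrays. A series table deposited by the authors held the same intensity values: all 1511424 of its 1511424 values were equal to gProcessedSignal of the same spot and array. It was therefore used as a setting without any scaling. Scaling steps of the authors after scanning are not stated. No array pair held identical values (0 pairs), so each array counted as 1 replicate.

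Each array had 62976 spots, 59305 of them not controls. Spots called outliers by the software were left out on that array. This removed 117 of 56605 probes and left 56488. No non-control spot was saturated (0 spots). Spots of the same probe were averaged (300 probes had 10 spots each). The log2 intensity of each probe minus the 75th percentile of its array gave the normalized log2 signal. Where a gene had several probes, the brightest on average over all arrays was used, and the spread over a gene's detected probes was checked for the genes named in the text. A probe's gene came from its accession, matched without version numbers to a RefSeq gene table of assembly GRCm38.p6: 29269 of 29567 NM, 2402 of 2472 NR, 463 of 1220 XM and 783 of 2543 XR accessions matched. These gave 32917 named probes with 22881 symbols, and other probes kept the name in the file, for 45547 names in all. The array design refers to assembly mm9, so the table served only for names, for grouping genes by chromosome and for their order, and no coordinates are given.

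Groups were compared with limma's lmFit and eBayes on all 24 arrays in 1 model with a term per line (17 residual degrees of freedom), which gives all comparisons a common estimate of the spread. This assumes that all lines vary alike. A gene was tested in a comparison if it was well above background, by the software's mark, on every array of at least 1 of the lines compared. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The difference between models was the contrast D minus M minus the contrast J365 minus M0. Because every slide held several lines, each result was also computed with slide as a block. The methods of the study name no test for the arrays, so this design was chosen before the data were examined, as were the gene lists, the named-gene rule and the alternatives, except for the additions named below.

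Gene lists were tested with limma's camera (inter-gene correlation 0.01), with fry and with camera using an estimated correlation, adjusted over all 29 pairs of list and comparison. The lists were the study's differential and line-specific proteins, its mutated genes, the proteins changed in both models, the genes it describes as deleted only in dormant melanoma cells, and curated lists for glycolysis, proliferation, amino acid stress, interferon with class I genes, and melanin synthesis. The same camera test took each chromosome's genes as a set. Exact two-sided permutation tests of arrays used the mean of a chromosome's tested genes minus the mean of all tested genes. Blood marker, Y-linked and Xist lists only checked the labels. For fold changes that shared the M arrays, unchanged groups and a shared M group were simulated as independent noise in 100 draws.

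The genes named in the text followed a fixed rule. In each comparison they were the 2 genes with the largest rise and the 2 with the largest fall among called genes with a symbol that were well above background and not saturated on every array of both lines, with no overlap between the lines. In D against M and J365 against M0 they also included up to 2 genes in each direction with the largest bound among genes well above background on every array of 1 line and on no array of the other. Genes singled out in the study's text, the proteins changed in both models and the deleted genes completed the set. For a gene not well above background in a line, the bound is the bright line's mean minus the dim line's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal. It is written as at least N-fold.

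The alternatives were quantile normalization, normexp background correction with an offset of 50, the 75th percentile over probes detected on all arrays, the unscaled series values, no filter or a strict filter on dim probes, slide as a block, replicate number as a block, only the arrays of the lines compared, an intensity trend with a robust prior, the mean of a gene's probes, other thresholds, and leaving out each array in turn. The tables have no mean spot signal, so normexp used the median spot signal with the median local background. A fit with slide as a block and D replicate 3 left out was added after the data had been seen, as was a block for the arrays without a number in their labels in J365 minus M0 and the difference between models.

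Replicate numbers in the labels were checked for pairing by the correlation of same-numbered arrays' deviations from their line means. In DB#1 against M all 3 pairs correlated above 0.1 (0.453 to 0.865), as did all 3 in DB#2 against D (0.143 to 0.758). In the other comparisons at least 1 pair did not. This check left slide in. With line and slide removed, all 3 pairs in D against M also correlated above 0.1 (0.244 to 0.596). So did all 3 in DB#2 against M (0.130 to 0.631) and both in J365 against M0 (0.446 and 0.519). Pairing by number is therefore not ruled out in these comparisons. The pairing rests on these correlations alone, since the labels do not say what a number stands for. The M0 and J365 arrays without a number in their labels are called replicate 4 here as a name only and were never paired. Their deviations from the line means correlated at 0.603, where the other 11 pairs of an M0 and a J365 array gave -0.606 to 0.819.

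The limma steps were tested on simulated data with 20145 genes, of which 200 were changed by 1.5 on the log2 scale. In the simulated D against M comparison, 143 of 200 changed genes were recovered, all in the right direction, and 8.33% of the calls were false. The simulated DB#3 against D comparison recovered the most (162), and the simulated difference between models the fewest (108). The share of false calls lay between 2.6% in the simulated DB#1 against D and 11.8% in the simulated DB#3 against M. Precision is limited by the 3 or 4 arrays per line. R 4.3.3, limma 3.58.1, data.table (version 1.17.8), jsonlite 2.0.0, Python 3.11.15 and matplotlib 3.10.9 were used.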

Results

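Gene expression was measured in 24 samples of 7 mouse cell lines, 17 arrays of melanoma lines and 7 of myeloid lines. In the study, M is the parental melanoma line, D a line recovered after long dormancy, and the DB lines a later generation taken from a brain site. The labels call M0 and J365 myeloid lines and do not say which of the study's leukemia lines they are. The share of probes well above background, the measure of how much of an array could be read, lay between 43.6% and 53.8% on 23 of the arrays and was 89.9% on D replicate 3. That array also had the highest 75th percentile of intensity (574, against 271 to 484 on the others). The lowest share, 43.6%, belonged to D replicate 1, whose negative control spots had the highest mean net signal (36.1). The number of arrays per line, 3 or 4, limited the precision of every comparison.

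**Figure D1:**
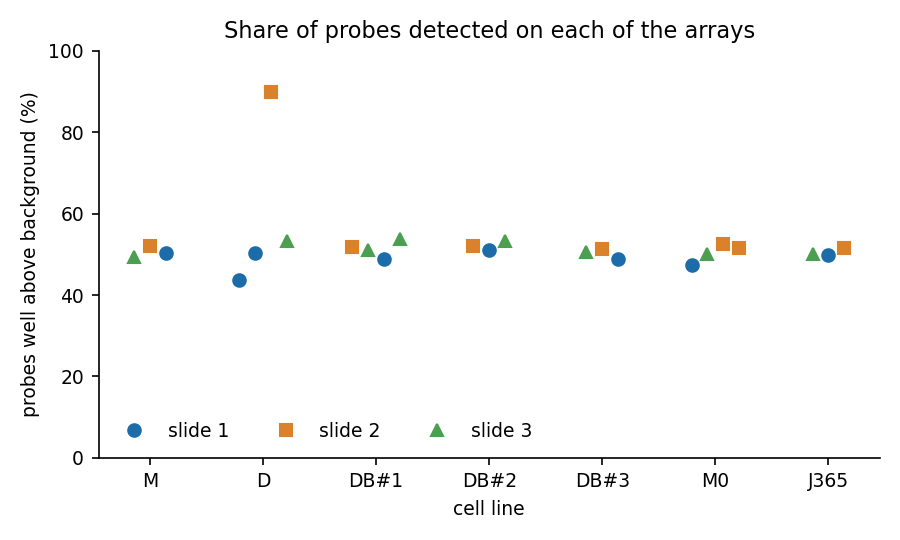
Share of probes well above background (%) on each array by cell line, with the marker giving the slide. D replicate 3 stands at 89.9%, and the other 23 arrays lie between 43.6% and 53.8%.

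Whether each array carried the cell type of its label was examined with marker genes. The mean normalized log2 signal of 14 melanin synthesis genes lay between 5.18 and 6.44 on the 17 melanoma arrays and between -4.04 and -3.10 on the 7 myeloid arrays. For 12 blood marker genes it was -4.85 to -2.68 on the melanoma arrays and 2.42 to 3.32 on the myeloid arrays, with the highest melanoma value, -2.68, on D replicate 3. The types did not overlap on either marker list. Xist, which female cells express, was well above background on 1 array, D replicate 3. For 4 Y-linked genes the mean was -6.70 to -3.94 on the melanoma arrays, with 3 of them above background on D replicate 3, and -6.37 to -5.95 on the myeloid arrays, with 1 above background on J365 replicate 4.

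Arrays of the same line did not always resemble each other most. Over the 15768 genes well above background on all arrays, the Pearson correlation across genes, which are not independent replicates, averaged 0.981 for 27 pairs of the same line on other slides. It averaged 0.990 for 42 pairs of other lines of the same model on the same slide, and 0.887 for 119 pairs from different models. Slide accounted for 57.1% of the variance within lines. Values with slide as a block are therefore given beside each count of genes.

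The first comparison asked how D differed from M. Of 20145 genes tested with limma, 598 were called, 278 higher and 320 lower in D, and 356 of them differed at least 2-fold. With slide as a block 1083 were called (413 higher, 670 lower), among them all 598. With replicate number as a block 542 were called, among them 439 of the 598. On slide 1 all 598 genes kept their direction, as did 594 on slide 2 and 596 on slide 3. Apart from other thresholds, the alternative that moved the count most as a ratio used only the arrays of M and D, with which 135 genes were called. Single arrays also weighed on it, since 934 genes were called without D replicate 1, and 393, 359 and 337 without M replicates 1, 2 and 3. Without scaling between arrays the split was 407 higher and 140 lower, with the median of all genes moved to 0.17 on the log2 scale.

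Fkbp10 rose the most among genes read on every array of both lines, with a normalized log2 signal of 1.14 ± 0.37 (SD, n = 4) in D and -3.53 ± 0.36 (SD, n = 3) in M. Its log2 fold change was 4.67 ± 0.33 (SE) with an adjusted p of 9.77e-09 (limma). Rcn3 followed at 4.61 ± 0.37 (SE; adjusted p 5.15e-08), and its 3 probes gave 3.58 to 4.61. The largest falls were those of Mgll (-2.99 ± 0.36, adjusted p 2.36e-05) and Hpse (-2.43 ± 0.34, adjusted p 0.000153). Within D, Mgll was 1.87 on replicate 1 and at most 0.14 on the others. With only the arrays of the lines compared neither Mgll nor Hpse was called. Among 40 genes with a symbol read on every D array and on no M array, Myl9 was at least 30.5-fold and Ctf1 at least 12.3-fold higher in D. Lhx5 was the 1 gene with a symbol read on all M arrays and no D array, at least 7.16-fold lower in D. D replicate 3, with 89.9% of its probes well above background, leaves few genes that can be read on no D array. The numbers 40 and 1 can therefore not be compared.

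Adssl1, which the study names for its transcript in dormant melanoma cells, rose by 3.13 ± 0.41 (SE) on the log2 scale, from -1.30 ± 0.47 (SD, n = 3) in M to 1.83 ± 0.58 (SD, n = 4) in D, with an adjusted p of 6.46e-05 (limma). The gene was singled out by the study on these samples, so its call is not independent evidence.

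The DB lines were compared with M to ask whether the later generation differed from it in a similar way. In DB#1 765 of 20708 genes were called (424 higher, 341 lower; 1163 with slide as a block), in DB#2 720 of 20951 (451 higher, 269 lower; 1113) and in DB#3 569 of 20581 (332 higher, 237 lower; 809). The block kept 764, 720 and 568 of these calls, none of them with the opposite direction (0 genes). Within slides at least 99.9% of the called genes kept their direction. Without M replicate 2 the DB#2 count was 452. Unscaled values gave 1122 higher and 133 lower genes in DB#2, with the median of all genes at 0.25, and the 75th percentile over detected probes gave 521 higher and 474 lower.

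Fkbp10 was again the leading gene in DB#1, at 6.48 ± 0.33 (SE, adjusted p 3.12e-11, limma), and in DB#3, at 6.52 ± 0.35 (SE, adjusted p 9.6e-11). Rcn3 followed at 5.96 in DB#1 (3 probes, 4.04 to 5.96) and 4.81 in DB#3 (2.73 to 4.81). Trpm1 fell by 3.35 in DB#1 and by 3.34 in DB#3, but its 6 probes disagreed, giving -3.38 to -0.64 in DB#1 and -3.34 to -1.17 in DB#3. Kcnj13 fell by 3.23 in DB#1 and Mgll by 2.68 in DB#3. Other genes led in DB#2, where Ldhd rose by 5.42 ± 0.23 (SE, adjusted p 2.89e-12) and Car2 by 3.87 ± 0.35 (adjusted p 3.09e-07), while Lrrc4b fell by 3.15 ± 0.28 (adjusted p 1.93e-07) and Cbr2 by 3.14 ± 0.52 (adjusted p 0.000626; 2 probes, -3.14 and -1.94).

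**Figure D2:**
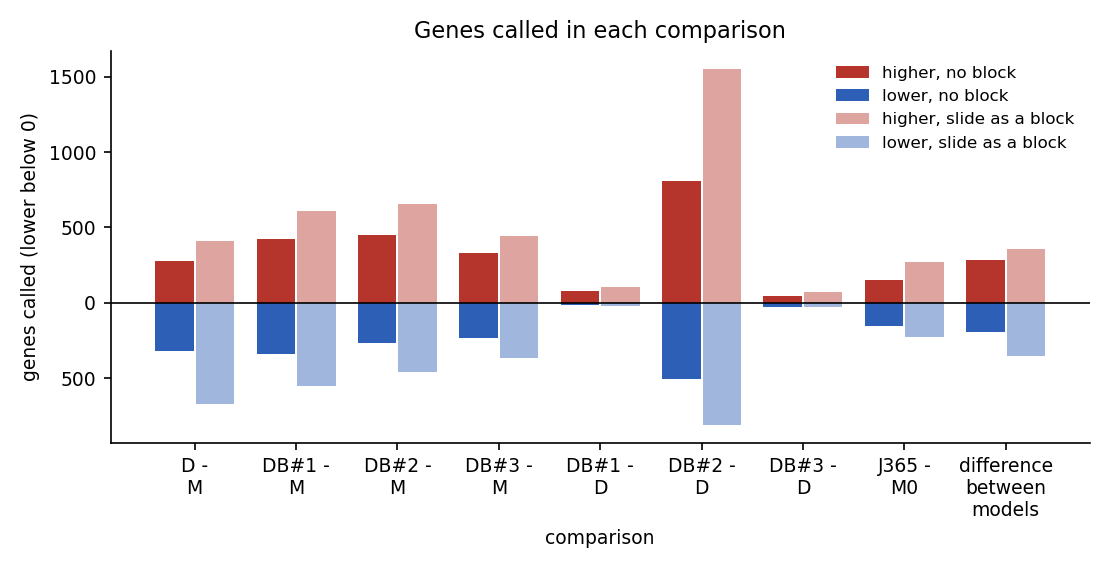
Number of genes called in each comparison, higher above and lower below 0, without a block (dark bars) and with slide as a block (pale bars). The count was lowest for DB#3 against D (74) and highest for DB#2 against D (1310), and it was larger with the block in all 9 comparisons.

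Compared with D directly, the DB lines were not alike in their distance. In DB#1 96 of 20203 genes were called (78 higher, 18 lower; 125 with slide as a block), and in DB#3 74 of 20033 (48 higher, 26 lower; 101). DB#2 differed from D at 1310 of 20651 genes (806 higher, 504 lower; 2367 with the block). The block kept 93, 72 and 1310 of these calls in DB#1, DB#3 and DB#2. On slide 2, which holds D replicate 3, 94 of 96, 73 of 74 and 1283 of 1310 called genes kept their direction, and on the other slides all did. Without D replicate 1 the DB#2 count rose to 2049 and the DB#3 count to 118. Without DB#2 replicates 2 and 3 the DB#2 count fell to 819 and 757, and without DB#3 replicates 3, 4 and 5 the DB#3 count fell to 42, 34 and 31. Scaling changed the split of higher and lower calls. Quantile normalization gave 91 and 8 in DB#1 and 58 and 12 in DB#3, normexp gave 76 and 4 in DB#1 and 49 and 9 in DB#3, and the 75th percentile over detected probes gave 35 and 41 in DB#3 and 885 and 1026 in DB#2. Unscaled values gave 18 and 42 in DB#3, with the median of all genes at -0.15, and 879 and 330 in DB#2.

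Clu rose by 3.38 ± 0.41 (SE, adjusted p 0.000119, limma) and Cd72 by 3.18 ± 0.28 (adjusted p 1.05e-06) in DB#1 against D. The falls of Gngt2 (-1.24, adjusted p 0.00953) and Gstt2 (-1.19, adjusted p 0.0432) were less firm, since neither was called under quantile normalization or with only the arrays of DB#1 and D. Gngt2 was not called without DB#1 replicate 2 (-1.09) or 3 (-1.06). Gstt2 was not called without D replicate 1 (-1.09), 2 (-1.26) or 3 (-1.03) or without DB#1 replicate 2 (-1.10), 3 (-1.12) or 4 (-1.23). In DB#3 Mocos rose by 2.92 and Ctsk by 2.46, and Flywch2 fell by 2.11 and Plxna4 by 1.73. Their adjusted p lay between 0.000502 and 0.00277. With only the arrays of DB#3 and D none of these 4 genes was called. Ctsk was also not called under quantile normalization, nor Flywch2 with normexp. In DB#2 Ddit4l rose by 4.03 and Oas1f by 3.57, while Tubb2b fell by 4.03 and Lrrc4b by 3.59, with adjusted p between 7.96e-11 and 8.65e-08.

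The fold changes against M were then compared across genes. D correlated with DB#1 at r = 0.799, with DB#3 at r = 0.739 and with DB#2 at r = 0.403. Shared M arrays alone gave means of 0.570, 0.534 and 0.533 in 100 simulated draws with unchanged groups, with maxima of 0.592, 0.558 and 0.560. The DB#1 and DB#3 values thus lay above the simulated range and the DB#2 value below its mean. The draws held independent noise, without changed genes or slide effects. With slide as a block the values were 0.832, 0.755 and 0.390. Changes in 1 line alone would also lower a value, so the DB#2 value is not evidence of less likeness than chance. With no filter on dim probes, the alternative that moved the DB#1 value most, that value was 0.462. No simulated value was made for this setting. Genes called in both comparisons numbered 416 for DB#1, all with the same direction, 352 for DB#3, with 351 in the same direction, and 178 for DB#2, with 148 in the same direction. The shared M arrays favour the same direction by themselves, and no simulated value was made for these counts, so they are not evidence of likeness. D minus M correlated with J365 minus M0 at r = 0.097, which ran from -0.081 without D replicate 1 to 0.203 without M replicate 1.

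J365 was compared with M0 as the myeloid pair. Of 20660 genes 303 were called, 149 higher and 154 lower in J365, and 499 with slide as a block, which kept 302 of them. At least 302 of 303 genes kept their direction on each slide. Unscaled values gave 258 higher and 113 lower genes with the median of all genes at 0.17. Intu rose by 6.24 ± 0.32 (SE, adjusted p 6.46e-11, limma) and Ass1 by 5.34 ± 0.42 (adjusted p 4.55e-08). F13a1 fell by 7.17 ± 0.48 (adjusted p 3.37e-09), with 2 probes at -7.17 and -5.48, and Dlg3 fell by 3.88 ± 0.15 (adjusted p 1.03e-12). The study names Ass1 for its transcript in dormant leukemia cells as well. Of 38 genes with a symbol read on every J365 array and no M0 array, Cd200r2 was at least 22.7-fold and Il1rl1 at least 16.3-fold higher in J365. Of 35 genes read only in M0, Rab38 was at least 49.8-fold and Ddc at least 35.1-fold lower in J365.

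The study also names mutated or differential genes for their transcript in dormant leukemia cells. None of the 12 examined here was called (0 genes with limma over all genes tested; 1, Ptpn11, with slide as a block), and 4 of them, Shmt2, Npm1, Thoc5 and Ptpn11, had an unadjusted p under 0.05. Of the 12 genes, 11 were higher in J365, from 0.11 for Eif2b4 to 0.64 for Ptpn11, and Eno1 was at -0.13 ± 0.22 (SE, adjusted p 0.992). Ptpn11, at 0.64 ± 0.17 (SE) with an adjusted p of 0.0765, was also called with quantile, normexp and unscaled values and with the 75th percentile over detected probes. The probes of Npm1 (-0.040 to 0.37) and Ola1 (-0.081 to 0.29) differed in sign.

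The difference between models tested whether D minus M departed from J365 minus M0. Of 23120 genes 480 were called (283 with the larger value in the melanoma pair, 197 with the smaller), and 716 with slide as a block. Without D replicate 1 the count was 765. Quantile normalization gave 245 and 297. Among 17685 genes tested in both pairs, 355 and 194 were called, and 19 were called in both, where 3.89 were expected by chance. Of these, 9 changed in the same direction and 10 in opposite directions.

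Lists of genes whose proteins the study found changed in dormant cells were tested for a common shift of their RNA. Genes of the 95 tested proteins raised in dormant melanoma cells had a median log2 fold change of 0.069 in D against M, 64 of them higher, with a camera adjusted p of 0.0281. With slide as a block it was 0.030 (adjusted p 0.129), and over the 21 alternatives the adjusted p ran from 6.01e-06 to 0.971. The alternative that moved the median most was the unscaled one, at 0.25. The list did not pass without M replicate 2 (0.0088), D replicate 2 (0.025) or D replicate 4 (0.069), and without D replicate 1 its sign changed (-0.017). Without M replicate 3 or D replicate 3 it was larger, at 0.11 and 0.24. The 72 lowered proteins had a median of -0.15, 50 of them lower, with an adjusted p of 0.00215 and 0.000963 with the block. Without D replicate 3 it was -0.00025 with an adjusted p of 0.464, in a range of 1.08e-11 to 0.923 over the alternatives, and unscaled values gave 0.030. Without D replicate 1 it was -0.26. Of the raised list 2 genes were called, 1 when adjusted over the list alone, and of the lowered list 5, also 5 when adjusted over the list alone. Proteins seen only in D (median -0.049, mean 0.063, adjusted p 0.816) or only in M (-0.059, adjusted p 0.58) showed no shift past the threshold. The same held for genes mutated in both lines (-0.10, adjusted p 0.0668), only in D (-0.025, adjusted p 0.708) or only in M (0.014, adjusted p 0.613). Those mutated in both lines passed it with slide as a block (-0.16, adjusted p 0.0372; range 0.00542 to 0.619) and without M replicate 2 (-0.13), D replicate 1 (-0.21) or D replicate 2 (-0.14), and their sign changed in unscaled values (0.075) and with no filter on dim probes (0.021). The study chose these lists on its own cells, so counts adjusted over a list alone are not independent evidence.

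In J365 against M0 the 56 raised leukemia proteins had a median of 0.30, 49 of them higher, with a camera adjusted p of 4.16e-07 and 8.75e-06 with slide as a block. Not 1 of these genes was called over all genes tested or adjusted over the list alone (0 genes, limma), and 15 had an unadjusted p under 0.05. With slide as a block 2 were called over all genes, and 0 with a block for the arrays without a number in their labels, which was chosen after the data had been seen. The median fell to 0.16 without J365 replicate 4. Proteins seen only in the dormant leukemia cells had a median of 0.21, 21 of 24 higher, with an adjusted p of 0.000241 and 0.00155 with slide as a block, and 0.13 as the median without M0 replicate 3. The lowered proteins (median -0.015, adjusted p 0.387; past the threshold without M0 replicate 3, at -0.053) and those seen only in parental cells (median 0.049, mean -0.26, adjusted p 0.528) did not pass, nor did the mutated genes. Those mutated in both lines had a median of 0.14 and a mean of 0.073 (adjusted p 0.25; past it without M0 replicate 1, at 0.23), those mutated only in dormant cells 0.017 and -0.065 (0.613) and those mutated only in parental cells 0.096 and 0.19 (0.387).

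The 11 proteins that changed in both models had a median of -0.050 in D against M (7 of 11 lower, adjusted p 0.708). It was -0.073 in J365 against M0 (6 of 11 lower, adjusted p 0.757). The sign of each rested on single arrays. The D value ran from -0.16 without M replicate 2 to 0.14 without D replicate 3. The J365 value ran from -0.14 without M0 replicate 4 to 0.093 without J365 replicate 4. Not 1 was called in either comparison, over all genes or adjusted over the list alone (0 genes, limma), and 3 had an unadjusted p under 0.05 in D and 0 in J365. With slide as a block Eml2 was called in D, at -0.64, as it was without D replicate 1 (-0.79). Without M0 replicate 4 Selenbp1 was called in J365 (-1.33). The study found the proteins Septin9 and Capg raised in both models. Their RNA changed by -0.027 ± 0.17 and 0.64 ± 0.28 (SE) in D and by 0.22 ± 0.17 and 0.50 ± 0.28 in J365. The Capg value in D was 0.34 without D replicate 1 and 0.87 without D replicate 3. In J365 it was 0.31 without M0 replicate 4 and 0.68 without M0 replicate 1.

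Curated lists gave further values. Melanin synthesis genes were lower in D, at a median of -0.26 (12 of 14 genes, adjusted p 0.0102; 0.0136 with slide as a block), but did not pass without D replicate 3 (-0.11) or M replicate 1 (-0.26). Without D replicate 1 the median was -0.43, and the adjusted p of the list ran from 1.77e-06 to 0.754 over the alternatives. Interferon and class I genes were lower in D, at -0.29 (17 of 22, adjusted p 0.000241), and higher in J365, at 0.26 (18 of 20, adjusted p 0.0102), where the list did not pass without M0 replicate 4 (0.13) or J365 replicate 3 (0.20). The D value was -0.54 without D replicate 1 and -0.45 without D replicate 3, and the J365 value was 0.41 without M0 replicate 1 and 0.16 without J365 replicate 1. Amino acid stress genes were at -0.15 in D (adjusted p 0.404) and at 0.37 in J365 (16 of 18, adjusted p 0.00428). Without D replicate 1 the D value was -0.36 and passed (adjusted p 0.000244; range 0.000244 to 0.983), while its sign changed without M replicate 1 (0.079) or D replicate 2 (0.019). Glycolysis genes were at 0.22 in D (adjusted p 0.0668) and -0.16 in J365 (adjusted p 0.0907). They passed in D without M replicate 1 (0.26) or D replicate 3 (0.38), but the D value was 0.027 without D replicate 1. They passed in J365 with slide as a block (-0.21) and without M0 replicate 4 (-0.40), J365 replicate 1 (-0.28) or J365 replicate 3 (-0.23), and were at 0.098 without J365 replicate 4. The remaining list was that of proliferation genes, at 0.069 in D and 0.042 in J365 (adjusted p 0.613 in both). Of all list results past the threshold under camera, those of the deleted genes in D and DB#1 against M held under fry, at adjusted p 0.0193 and 0.0293, and none held with an estimated correlation (lowest adjusted p 0.42).

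The study describes 13 genes as deleted only in dormant melanoma cells, which allows expression to be set beside copy number. Their median was -0.32 in D against M (12 of 13 lower, adjusted p 1.38e-05), -0.34 in DB#1 (12 of 13, adjusted p 4.87e-05), -0.15 in DB#3 (12 of 13, adjusted p 0.000249) and 0.20 in DB#2 (11 of 13 higher, adjusted p 0.387). The D value was -0.21 without D replicate 3 and the DB#3 value -0.26 without M replicate 2. The DB#2 value was 0.11 without DB#2 replicate 1 and 0.26 without DB#2 replicate 3. In D 3 were called, 4 when adjusted over the list alone: S100b fell by 1.51 ± 0.26 (SE, adjusted p 0.00127, limma), Gstt3 by 1.28 ± 0.17 (adjusted p 5.9e-05) and Lta4h by 0.61 ± 0.12 (adjusted p 0.00527). None of the 3 was called with only the arrays of M and D, and Lta4h was not called in unscaled values. Without D replicate 1 Ap3d1 was also called, at -0.63. Wdr18 alone was higher, by 0.24 ± 0.29. Ass1 and Metap2 changed by -0.29 ± 0.42 and -0.12 ± 0.14. By the gene names, 12 of the 13 genes lay on chromosome 10, whose tested genes as a set had a median of -0.29 in D against M. The study named most of the 13 genes among proteins lowered in dormant cells or seen only in parental cells. Lower RNA in this list can therefore not be credited to copy number alone.

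Each chromosome's genes were tested as a set. In D against M the 617 tested genes of chromosome 10 had a median of -0.29, against -0.006 for the genes of other chromosomes, and 86.1% of them were lower (camera adjusted p 4.85e-20; 9.49e-23 with slide as a block). The alternative that moved this median most was the one with no filter on dim probes, at -0.066. The median was -0.25 in DB#1 (79.5% lower, adjusted p 3.36e-17) and -0.24 in DB#3 (80.4% lower, adjusted p 1.07e-16). In DB#2 it was 0.097 (adjusted p 0.0576; 0.0477 with slide as a block, in a range of 0.00973 to 0.281), and it passed without M replicate 1 (0.12), M replicate 3 (0.14) or DB#2 replicate 3 (0.14). In J365 against M0 it was 0.067 (adjusted p 0.308), and it passed only without M0 replicate 1 (0.13). In exact two-sided permutation tests of arrays, the difference in the chromosome's mean was -0.30 in D against M, lower on 4 of 4 arrays, with p 0.0571. The values for DB#1 and DB#3, p 0.0286 on 4 of 4 arrays and p 0.1 on 3 of 3 arrays, were the smallest those designs can give. DB#2 gave p 0.3 and J365 p 0.371, and after adjustment over 5 tests the exact p was at least 0.143 in each. With the J365 value as it was, the melanoma comparisons could not have passed that adjustment even with full separation of their arrays. In D against M the genes of chromosome 18 also passed under camera, at a median of 0.049 (adjusted p 0.0349), but not with slide as a block (0.0542).

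**Figure D3:**
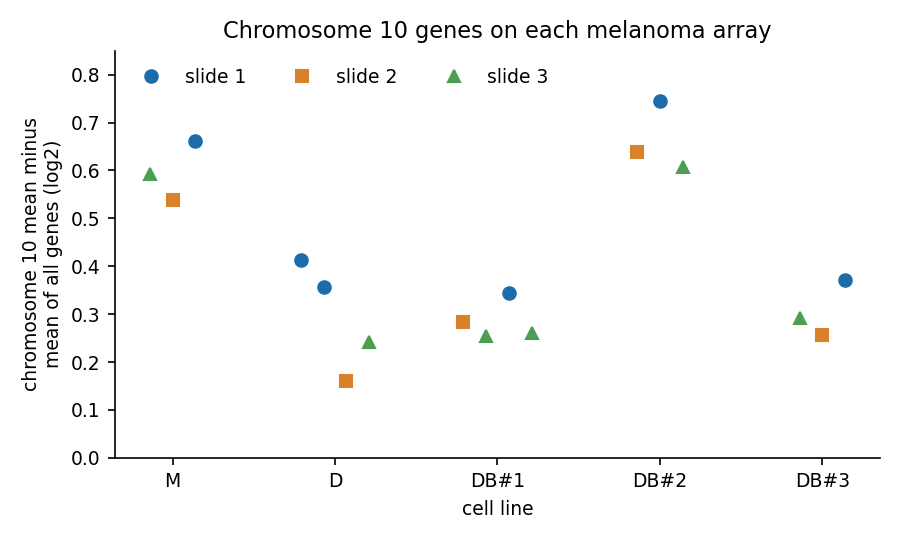
Mean normalized log2 signal of 500 chromosome 10 genes minus the mean of all 15768 genes well above background on all arrays, for each melanoma array, with the marker giving the slide. The arrays of D, DB#1 and DB#3 lie between 0.16 and 0.41, below those of M and DB#2, which lie between 0.54 and 0.74.

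In DB#2 against M 13 other chromosomes passed the threshold, 5 lower (3, 9, 12, 13 and 17) and 8 higher (4, 5, 6, 7, 8, 14, 18 and X). The medians were smaller than that of chromosome 10 in D and ran from -0.17 for chromosome 17 (76.7% of its genes lower, adjusted p 4.09e-09) to 0.17 for chromosome 4 (26.1% lower, adjusted p 0.000158). All 13 also passed with slide as a block, as did chromosomes 10, 11 and 19. In J365 against M0 chromosomes 2, 8, 13, 15 and 16 passed, with medians of 0.087 to 0.12 against 0.067 to 0.069 for the genes of other chromosomes, and adjusted p of 0.0201 to 0.0283. With slide as a block these 5 passed too, and so did chromosomes 3 and 19. In DB#1 chromosome 8 passed only with the block (0.10).

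**Figure D4:**
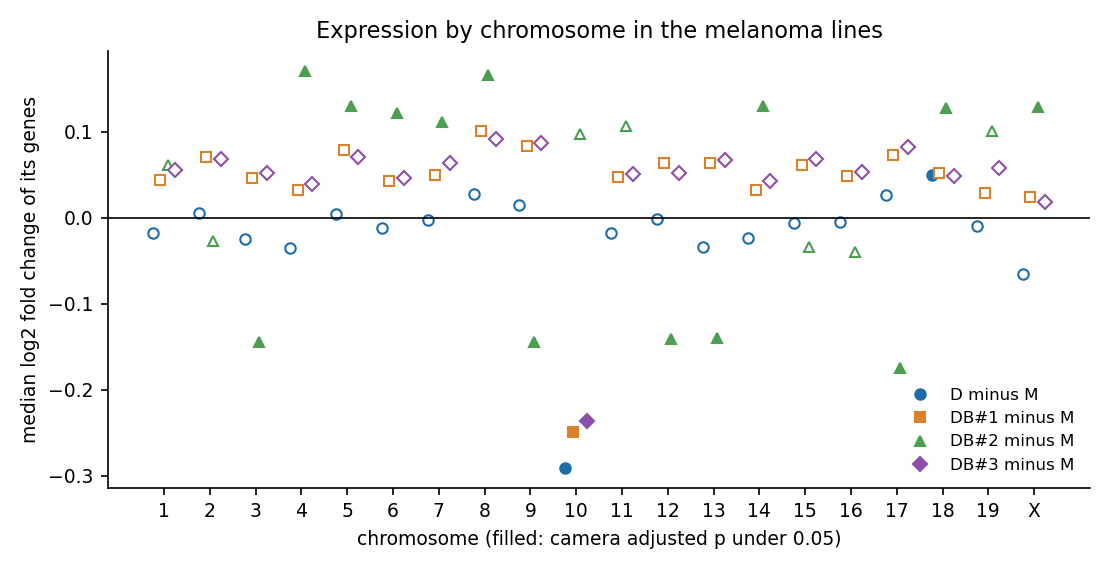
Median log2 fold change of the genes of each chromosome in the 4 melanoma lines compared with M, filled where the camera adjusted p was under 0.05. Chromosome 10 lies at -0.29 in D, -0.25 in DB#1 and -0.24 in DB#3, while DB#2 has 13 filled points spread from -0.17 to 0.17.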

Values the study reported

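In its leukemia model, the study identified 2,182 proteins by mass spectrometry and found 118 of them at different levels in dormant cells. It counted 56 as raised, and 22 of the raised proteins also had significantly more RNA. In its melanoma model the study identified 2474 proteins, of which 168 differed, 96 being raised and 72 lowered in the dormant cells. It found 11 proteins that differed in both models.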

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

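Of the tests in this part, those of the 3 differences between models with slide as a block, with each array other than D replicate 3 left out, with slide as a block and D replicate 3 left out, and with fry or an estimated correlation, and those of a brighter background over the whole array and of a wrong label gene by gene for D replicate 3, were chosen only after the results had been seen.

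In 3 of the groups of 4 arrays, 1 array lay far from the others, with a gap to the nearest array that was a large part of the whole range. For the mean of the proliferation genes in D this part was 0.846, with D replicate 3 at 4.63 and the others at 5.06 to 5.14. For Mgll in D it was 0.880, with D replicate 1 at 1.87 and the others at -0.098 to 0.14. For Metap2 in D it was 0.852, with D replicate 3 at 3.31 and the others at 3.67 to 3.73. Chance alone would give 5.85 such groups among the 117 tested, at 1 in 20, so the number seen is no more than chance gives. No biological explanation was tested for these 3 gaps, since the labels put all 4 arrays in the same line. Tests of D replicates 1 and 3 as whole arrays are given below.

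D replicate 3 differed from all other arrays in its share of probes well above background (89.9%). A low noise estimate from its negative control spots was argued against, because a fixed signal threshold still gave 94.4% there and 52.1% to 59.4% on the other arrays. A brighter background over the whole array was argued against as well, since its negative control spots had a mean net signal of 26.3, inside the 23.6 to 36.1 of the others. Probes below background on the other 23 arrays had a median normalized log2 signal of -3.46 on it, above the -6.71 to -5.71 of the others, so dim probes were brighter on this array while its control spots were not. A wrong label was tested in several ways. Its mean correlation with the other D arrays was 0.973, lower than with M (0.976), DB#1 (0.982) and DB#3 (0.979) and higher than with DB#2 (0.972), values that the brighter dim probes may affect, so this test leaves the label undecided. On genes that separate the lines it lay nearer to the other D arrays for at least 60% of genes against each other melanoma line, but on only 50.5% of the 101 bright genes that separate D from M. Among genes 4-fold apart it lay at the level of the other D arrays on 38.5% to 69.4% and at that of another line on at most 25.6%, where the arrays of those lines, each left out in its turn, lay at the level of their own line on at least 59.4%. This argues against another melanoma line alone under its label. Some material of another line in the sample was not tested and stays open. What made the dim probes brighter was not tested and may be technical or belong to the sample.

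The change in 3 curated lists differed between the models, by a test of the difference itself. Glycolysis genes had a median difference (D minus M, less J365 minus M0) of 0.38, with 16 of 18 genes higher and a camera adjusted p of 0.0104 over 5 lists. Amino acid stress genes had -0.44 (16 of 19 lower, adjusted p 0.000883) and interferon and class I genes -0.29 (17 of 23 lower, adjusted p 6.21e-06). D replicate 3 as the sole cause was argued against, since without it the median differences were 0.57, -0.28 and -0.47, with adjusted p of 0.000177, 0.0225 and 1.1e-05. A difference between slides was argued against by the values with slide as a block, 0.00448, 0.00448 and 4.71e-06. With the block and without D replicate 3 together the amino acid difference no longer passed (-0.26, adjusted p 0.0773), so these causes jointly stay open for it. The glycolysis difference rested on single arrays, as it did not pass without D replicate 1 (0.28), M0 replicate 1 (0.22), M0 replicate 2 (0.28) or J365 replicate 4 (0.094), and it was 0.67 without M0 replicate 4. The amino acid difference passed whichever array was left out, from -0.28 without D replicate 3 to -0.78 without D replicate 1. The interferon difference did too, moving to -0.63 without D replicate 1, -0.47 without D replicate 3, -0.46 without M0 replicate 1, -0.54 without J365 replicate 4 and -0.44 without J365 replicate 3. Over the 29 alternatives the adjusted p ran from 2.98e-06 to 0.678, from 2.02e-08 to 0.678 and from 1.42e-11 to 0.257. The interferon difference was -0.86 with the strict filter (16 genes tested) and -0.72 under quantile normalization. It was -0.18 with the 75th percentile over detected probes. The amino acid difference was -0.60 with normexp and -0.23 with replicate number as a block. The proliferation list (-0.016, adjusted p 0.661) and the 11 proteins changed in both models (0.098, adjusted p 0.661) did not differ past the threshold. These camera tests preset the correlation between genes. None of the 3 differences held under fry (adjusted p 0.491, 0.345 and 0.0753) or an estimated correlation (0.678, 0.678 and 0.257), so a shared regulation of a list's genes may make the camera p-values too small. A difference between the cell types, melanoma and myeloid, stays open and was not tested apart from dormancy.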

How the results depend on the processing

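The fit with slide as a block and D replicate 3 left out, and the block for the arrays without a number in their labels, were chosen only after the data had been seen. Where no cause is named, the cause was not tested.

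An intensity trend with a robust prior changes only the spread, so it could not move medians, camera tests or correlations. It changed no count of called genes by over 1.5 times. Of 1592 values of single named genes over the alternatives, 1494 kept their direction and their side of the threshold, 35 lost their call, 15 gained one and 48 changed sign without passing the threshold with or without the alternative.

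Under quantile normalization J365 minus M0 had 539 called genes. The lowered leukemia proteins (-0.075) and the glycolysis genes in D (0.18) and J365 (-0.14) then passed the threshold, and the interferon genes in J365 (0.19) no longer did. With normexp, the leukemia genes mutated in both lines (0.15), glycolysis in D (0.23) and chromosome 10 in DB#2 (0.092) passed. With the 75th percentile over detected probes, the melanoma genes mutated in both lines (-0.075) and glycolysis in J365 (-0.23) passed. It moved the median of all genes to 0.10 in the difference between models.

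Unscaled values called 1255 genes in DB#2 minus M and 58 in DB#1 minus D. They reversed the lowered melanoma proteins (0.030) and the melanoma genes mutated in both lines (0.075), and glycolysis in D (0.40) and chromosome 10 in DB#2 (0.33) passed. The medians of all genes moved to 0.17 in D minus M, 0.11 in DB#1 minus M, 0.25 in DB#2 minus M, -0.15 in DB#3 minus D and 0.17 in J365 minus M0, so these changes are relative to a shift of all genes.

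With no filter on dim probes, which adds genes read on no array of a line, DB#3 minus D had 47 called genes. The medians of all genes moved to 0.28 in D minus M, -0.11 in DB#2 minus M, -0.27 in DB#1 minus D, -0.35 in DB#2 minus D, -0.27 in DB#3 minus D, -0.12 in J365 minus M0 and 0.36 in the difference between models. The raised melanoma proteins (0.070) and the glycolysis difference between models (0.38) no longer passed, and the proliferation difference (-0.016) did. The proteins seen only in D (-0.039) or only in M (-0.059), the genes mutated only in D (-0.0070), the leukemia genes mutated in both lines (0.069), the 11 common proteins in D (-0.050), amino acid stress in D (-0.15) and the deleted genes in DB#2 (0.20) passed, and the melanoma genes mutated in both lines reversed (0.021). The correlations of D minus M fell to 0.462 with DB#1, 0.171 with DB#2 and 0.434 with DB#3, and reversed with J365 minus M0 (-0.062).

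A strict filter tests fewer genes and called 369 in DB#3 minus M, 62 in DB#1 minus D, 33 in DB#3 minus D, 136 in J365 minus M0 and 148 in the difference between models. Amino acid stress in J365 (0.36) and its difference between models (-0.43) no longer passed and chromosome 10 in DB#2 (0.094) did. Signal over background thus limits which genes can be tested.

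Slide as a block raised the counts to 1083 in D minus M, 1163 in DB#1 minus M, 1113 in DB#2 minus M, 2367 in DB#2 minus D and 499 in J365 minus M0. The raised melanoma proteins (0.030) no longer passed, while the melanoma genes mutated in both lines (-0.16), glycolysis in J365 (-0.21) and chromosome 10 in DB#2 (0.097) did. With the block and without D replicate 3 the counts were 983 in D minus M, 2160 in DB#2 minus D, 116 in DB#3 minus D and 803 in the difference between models, and the lowered melanoma proteins (-0.025), melanin synthesis (-0.20) and the amino acid difference between models (-0.26) no longer passed.

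Replicate number as a block called 349 genes in DB#3 minus M and 28 in DB#3 minus D. It called 157 in J365 minus M0 and 263 in the difference between models. In these comparisons the check of pairing, made with slide left in, did not show that the numbers pair the arrays. DB#3 replicate 5, M0 replicate 2 and the M0 and J365 arrays without a number each stood alone in this block. An array alone in its block adds nothing to a comparison. Lower counts in comparisons with DB#3, M0 or J365 can therefore not be told apart from the loss of these arrays. Glycolysis in D (0.23) passed with the block, and the correlation of D minus M with DB#3 minus M was 0.586. Among single genes Trpm1 in DB#3, Gngt2 and Gstt2 in DB#1 minus D, Flywch2 in DB#3 minus D and Cd200r2 in J365 were not called with it. Where the check did show pairing, the block called 688 genes in DB#1 minus M and 1179 in DB#2 minus D. The block changed no other call of a list, a chromosome set or a named gene. Of the genes called without it, it kept 439 of 598 in D minus M and 597 of 765 in DB#1 minus M. It kept 562 of 720 in DB#2 minus M, 303 of 569 in DB#3 minus M and 71 of 96 in DB#1 minus D. It kept 977 of 1310 in DB#2 minus D, 24 of 74 in DB#3 minus D and 146 of 303 in J365 minus M0. In the difference between models it kept 235 of 480. A block for the arrays without a number, M0 replicate 4 and J365 replicate 4, called 351 genes in J365 minus M0 and 579 in the difference between models and changed no call of a list or a named gene.

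With only the arrays of the lines compared, the fit has fewer arrays to estimate the spread from. It called 135 genes in D minus M, 34 in DB#1 minus D and 300 in DB#2 minus D. It called 11 in DB#3 minus D and 275 in the difference between models. In DB#1 minus M the count rose from 765 to 970. In DB#2 and DB#3 minus M it was 609 and 545, and in J365 minus M0 242. The largest falls were thus in comparisons that hold D, which fewer arrays alone do not explain. Whether D varies more than the common estimate of the spread assumes was not tested. Glycolysis in D (0.22) and chromosome 10 in DB#2 (0.097) passed in this fit. With the mean of a gene's probes the raised melanoma proteins (0.076) no longer passed and the melanoma genes mutated in both lines (-0.17) did.

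At an unadjusted p under 0.05 the counts were 2358 in D minus M, 2626 in DB#1 minus M, 2507 in DB#2 minus M, 2038 in DB#3 minus M, 849 in DB#1 minus D, 3589 in DB#2 minus D, 994 in DB#3 minus D, 1793 in J365 minus M0 and 2184 in the difference between models. Requiring a 2-fold change as well as the adjusted threshold left 356 in D minus M, 504 in DB#1 minus M and 645 in DB#2 minus D.

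In place of camera, fry left medians as they were and no longer passed the raised (0.069) and lowered (-0.15) melanoma proteins, melanin synthesis (-0.26), the raised leukemia proteins (0.30), the proteins seen only in dormant leukemia cells (0.21), amino acid stress in J365 (0.37), the interferon genes in D (-0.29) and J365 (0.26) and the deleted genes in DB#3 (-0.15). An estimated correlation passed none of these, nor the deleted genes in D (-0.32) and DB#1 (-0.34). Neither test passed the differences between models in glycolysis (0.38), amino acid stress (-0.44) and the interferon genes (-0.29).

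Leaving out each array in turn gave 337 to 934 called genes in D minus M, 452 to 551 in DB#2 minus M, 366 to 765 in the difference between models, 757 to 2049 in DB#2 minus D and 31 to 118 in DB#3 minus D. The lowest came without M replicate 3, M replicate 2, M replicate 3, DB#2 replicate 3 and DB#3 replicate 5, and the highest without D replicate 1 in all but DB#2 minus M (M replicate 1). Where this leaves fewer arrays in a line, the line is assumed to vary like the others.

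The medians of lists whose call changed in this way ran from -0.017 (reversed, without D replicate 1) to 0.24 for the raised melanoma proteins, from -0.26 to -0.00025 for the lowered ones, from -0.21 to -0.096 for the melanoma genes mutated in both lines, from -0.43 to -0.11 for melanin synthesis, from 0.027 to 0.38 for glycolysis in D and from -0.36 to 0.079 for amino acid stress in D. In J365 they ran from -0.056 to 0.13 for the lowered leukemia proteins, from 0.084 to 0.23 for the leukemia genes mutated in both lines, from -0.40 to 0.098 for glycolysis and from 0.13 to 0.41 for the interferon genes. The glycolysis difference between models ran from 0.094 to 0.67. Chromosome 10 ran from 0.061 to 0.14 in DB#2 and from 0.022 to 0.13 in J365. The correlations of D minus M ran from 0.680 to 0.841 with DB#1, from 0.279 to 0.553 with DB#2, from 0.586 to 0.791 with DB#3 and from -0.081 to 0.203 with J365 minus M0, the last reversing without D replicate 1 (-0.081) or J365 replicate 3 (-0.0022).

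Values that passed the threshold neither without a change of setting nor with it may lie on either side of 0, and 48 values of 17 single-gene results and 73 values of 16 lists or chromosomes changed sign in this way, which says nothing about a change of expression. Under quantile normalization these were the proliferation difference between models (0.040), the proteins seen only in parental leukemia cells (-0.0027), the genes mutated only in dormant leukemia cells (-0.048), proliferation in J365 (-0.040), Pgk1 in D (0.0068) and Gyg in J365 (-0.050). With normexp these were the proliferation difference between models (0.020), the proteins seen only in D (0.0053) and the lowered leukemia proteins (0.024). With the 75th percentile over detected probes these were the proliferation difference between models (0.088), the genes mutated only in D (0.0048), the proteins seen only in parental leukemia cells (-0.026), the genes mutated only in dormant leukemia cells (-0.058), proliferation in J365 (-0.033), chromosome 10 in J365 (-0.0076), Septin9 in D (0.0024) and Gyg in J365 (-0.031).

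In unscaled values the changes of sign were the proliferation difference between models (0.0085), the proteins seen only in D (0.13), the proteins seen only in M (0.12), the genes mutated only in D (0.15), the lowered leukemia proteins (0.14), the 11 common proteins in D (0.13), the 11 common proteins in J365 (0.081), amino acid stress in D (0.028), Selenbp1 in D (0.078), Septin9 in D (0.15), Eef2 in D (0.045), Gyg in D (0.022), Pgk1 in D (0.13), Eml2 in J365 (0.081), Eno1 in J365 (0.029), Pgk1 in J365 (0.0062), Metap2 in D (0.062) and Slc25a3 in D (0.00072). With no filter these were the genes mutated only in dormant leukemia cells (-0.11) and chromosome 10 in J365 (-0.060). The slide block did this to the genes mutated only in M (-0.013), the genes mutated only in dormant leukemia cells (-0.014), Tpi1 in D (-0.029) and Gyg in J365 (-0.014). With replicate number as a block these were the proliferation difference between models (0.035), the proteins seen only in parental leukemia cells (-0.033), the genes mutated only in dormant leukemia cells (-0.035), proliferation in J365 (-0.025) and Gyg in J365 (-0.0082). With the mean of a gene's probes these were the proliferation difference between models (0.022), the proteins seen only in M (0.012), the lowered leukemia proteins (0.0082), the genes mutated only in dormant leukemia cells (-0.030) and Metap2 in D (0.25). The block without D replicate 3 did it to the proliferation difference between models (0.098), the proteins seen only in D (0.041), the proteins seen only in M (0.053), the genes mutated only in D (0.036), the 11 common proteins in D (0.064), amino acid stress in D (0.030), Septin9 in D (0.073), Pgk1 in D (0.073), Metap2 in D (0.0070), Ass1 in D (0.033) and Slc25a3 in D (0.010). With a block for the arrays without a number these were the lowered leukemia proteins (0.033).

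Leaving out each array in turn, the values that changed sign without passing the threshold ran over these ranges: the difference in the 11 common proteins (-0.16 to 0.32), the proliferation difference between models (-0.088 to 0.082), the proteins seen only in D (-0.16 to 0.11), the proteins seen only in M (-0.085 to 0.081), the genes mutated only in D (-0.14 to 0.13), the genes mutated only in M (-0.049 to 0.17), the 11 common proteins in D (-0.16 to 0.14), proliferation in D (-0.044 to 0.20), amino acid stress in D (-0.36 to 0.079), Aldoa in D (-0.022 to 0.35), Selenbp1 in D (-0.27 to 0.058), Septin9 in D (-0.11 to 0.14), Eef2 in D (-0.25 to 0.0096), Gyg in D (-0.47 to 0.087), Tpi1 in D (-0.061 to 0.24), Pgk1 in D (-0.16 to 0.17), Metap2 in D (-0.20 to 0.019), Ass1 in D (-0.86 to 0.041), Slc25a3 in D (-0.28 to 0.0069), the lowered leukemia proteins (-0.056 to 0.13), the genes mutated only in dormant leukemia cells (-0.031 to 0.071), the 11 common proteins in J365 (-0.14 to 0.093), glycolysis in J365 (-0.40 to 0.098), proliferation in J365 (-0.027 to 0.14), Aldoa in J365 (-0.40 to 0.13), Eef2 in J365 (-0.011 to 0.19), Eml2 in J365 (-0.15 to 0.078), Gyg in J365 (-0.062 to 0.18), Tpi1 in J365 (-0.65 to 0.031), Eno1 in J365 (-0.35 to 0.057) and Pgk1 in J365 (-0.31 to 0.063).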

Other observations

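Of the tests in this part, those chosen only after the result was seen were the test of slide 1, the tests of chromosome 10 with slide as a block and without D replicate 3, and the tests of D replicate 1 for myeloid material, for M alone, for DB#2 alone, for a fixed share of M material, for M material as the whole cause, for a shift shared by the arrays numbered 1 and for a difference between slides, together with the tests of handling shared by the arrays numbered 1 and by those without a number.

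Whether other splits of the same arrays into groups of the same sizes call as many genes was counted for each comparison. Chance can be excluded in this way for DB#1 against M (1 of 35 splits, the real one), DB#1 against D (1 of 35) and the difference between models (4 of 100 drawn splits; 2 of 100 with slide as a block). In the difference between models 2 drawn splits that set the melanoma arrays of slide 1 against those of slides 2 and 3 called 3740 and 2729 genes, but 0 with slide as a block by limma, where the real one called 716. The remaining split as large (620 genes, 720 with the block) moved D replicate 3 to the M arrays and left the myeloid lines as they are. For J365 against M0 it can be excluded without a block (1 of 35) but not with slide as a block (2 of 35, another split calling 677 genes against 499). The count does not exclude it for D against M (2 of 35), DB#2 against D (3 of 35) or DB#3 against D (2 of 35). The designs of DB#2 and DB#3 against M have too few splits to tell (1 of 10 each). In both, the other splits called 0 genes, where the real ones called 720 and 569. With slide as a block the other splits also called 0 genes, and the real ones 1113 and 809. For the correlation of D minus M with J365 minus M0 chance cannot be excluded either (80 of 100 drawn splits). A split of D and DB#2 arrays that sets those of slide 1 (D replicates 1 and 2 and DB#2 replicate 2) against the rest called 2272 genes, and 0 with slide as a block by limma, where the real split called 2367. The other splits as large moved D replicate 1 to the opposite group. They called 815 genes in D against M (1528 with the block), 1879 in DB#2 against D (3528) and 95 in DB#3 against D (586). These splits keep the rest of the real grouping, so they bear on the place of that array and not on whether the lines differ. Single genes passed the adjusted threshold by far in D against M, such as Fkbp10 with an adjusted p of 9.77e-09.

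Those splits made D replicate 1 an array to look at. Over genes called between D and another line without it, it lay nearer to the other D arrays on 50.1% of genes against M and on 47.4% against DB#2. The test written before this result took such a value under 50% against any line as a sign of another melanoma line under its label, and by that measure it came out positive. Tests chosen afterwards, gene by gene, argued against it. Among 164 genes 4-fold apart between M and the other D arrays it lay at the level of the D arrays on 52.4% and at that of M on 10.4%, where the M arrays, each left out in its turn, lay at the level of M on at least 69.9%. Among 267 genes 4-fold apart from DB#2 it lay at the D level on 45.7% and at the DB#2 level on 13.5%. Its higher background was argued against because it lay nearer to the other D arrays on only 32.5% of bright genes. A difference between slides was argued against by D replicate 2 on the same slide, which lay nearer to the other D arrays on 91.2% of genes against M. Material of myeloid cells was argued against by blood marker genes at a mean of -4.72, inside the range of the other melanoma arrays.

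Some material of M in the sample of D replicate 1 stays open. Its median position between M (0) and the other D arrays (1) was 0.501. The criterion written beforehand asked that raised and lowered genes both lie below every other D array, and this failed for the genes higher in D (0.730, against 0.708 for D replicate 3). The criterion was then set aside as undecided after the result was seen, because a mixture would itself place raised and lowered genes unequally. Over 39 genes at least 4-fold lower in the other D arrays, the share of M implied by its level had a median of 0.264, with 14 genes under 0.1 and 3 over 0.9, which does not decide whether a single share holds for all genes. M material as the whole cause was argued against, because a mixture lies between its parts. On 37 of 6851 bright genes this array lay over 2-fold beyond the ranges of both M and the other D arrays, against 0 to 3 genes for the other D arrays left out in turn. Over all 15768 genes read on every array the number was 171, but D replicate 3 with its brighter dim probes reached 244. Whether M material made up a part of the difference cannot be told apart from other causes, since no value gives its share. A difference of the culture itself was not tested and stays open.

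The arrays numbered 1 of different melanoma lines resembled each other. After line and slide were removed, the residuals of their 5 pairs on different slides correlated at a mean of 0.636 (0.508 to 0.742), against 0.169 for 15 pairs with another shared number and -0.058 for 57 pairs with different numbers. The likeness was not tied to that number, since DB#3 replicate 3, counted among the last group, correlated with all 4 of these arrays at 0.411 to 0.566. Handling shared by the arrays numbered 1 therefore cannot be told apart from a state that they share with that array. The labels describe neither, and a growth state of the cultures was not tested. The reading of this test was made stricter after its values had been seen. As the whole cause of the place of D replicate 1 such a shift was argued against. On the 934 genes called in D against M without that array, it lay towards M from the other D arrays by a median of 0.53, while the arrays numbered 1 of DB#1 and DB#2 lay towards M from their own lines by 0.065 and -0.0055, and DB#3 replicate 3 by 0.0072.

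The arrays of M0 and J365 without a number in their labels both lie on slide 2, and their deviations from the line means correlated at 0.603. That is above 0 but inside the range of the other 11 pairs (-0.606 to 0.819), as is the value after slide was removed (0.392, against -0.547 to 0.519). Handling shared by these arrays cannot be told apart from chance likeness with 12 pairs in all. With a block for them, chosen after the data had been seen, 351 genes were called in J365 against M0, none of the 56 raised leukemia proteins (0 genes) and none of the 11 proteins changed in both models (0 genes).

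All 8 arrays of slide 1 correlated more with other lines of their model on that slide than with their own line on the other slides. This is consistent with a difference between slides, 8 of 8 arrays being the value that the explanation needs. Since each slide held every line, the block removes it from the comparisons.

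Fewer copies of chromosome 10 in the D cells may explain the lower expression of its genes, as a hypothesis only, since copy number was not measured on these arrays. The study profiled copy number in its cells and saw dormant and parental cells alike at the scale of chromosome arms, which bears against the loss of a whole chromosome. It also describes smaller segments that differed, among them the 13 genes deleted only in dormant cells. By their names, 12 of these 13 genes lay on chromosome 10, which goes with fewer copies of at least parts of it. The study's copy number data thus do not speak only against the hypothesis. The median of the chromosome's genes in D against M, -0.29, was the lowest of all chromosomes. A change in a few of its genes was argued against, as 86.1% of its genes were lower. A shift of part of the chromosome was argued against, as the highest median of 10 bins by gene order was -0.22. A difference between slides and D replicate 3 as the sole cause were argued against by adjusted p of 9.49e-23 with slide as a block and 3.5e-14 without that array, in a range of 4.47e-23 to 1.82e-10 over the alternatives. DB#1 and DB#3 shared the lower level and DB#2 did not. The gene set behind the values per array was fixed after they had first been seen. Regulation of the chromosome without loss of copies was not tested.

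In DB#2 against M, 13 chromosomes passed the threshold under camera, with medians smaller than that of chromosome 10 in D. The camera test presets the correlation between genes. Neither fry, an estimated correlation nor a permutation of arrays was run for these chromosomes, so the shifts rest on camera alone. The M arrays as the cause were argued against, since 12 of the 13 passed in the same direction in DB#2 against D, which holds no M array. A single array of DB#2 was argued against, since all 13 stayed past the threshold whichever of its arrays was left out. Copy number differences of a separate line may be the cause, which was not tested here.

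Of the 56 raised leukemia proteins, 0 genes were called by limma at the adjusted threshold in J365 against M0, 2 with slide as a block, and 15 at an unadjusted p under 0.05. The study marked the value quoted above at a p under 0.05, named no adjustment and used other software. The 0 and 2 stand at a stricter threshold and cannot be set against it. The 15, which counts changes in either direction, is the nearest match and was lower.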
